A study of Danio rerio with 15 samples.

How the data were processed

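The series measured messenger RNA by RNA sequencing in testes of adult wild-type zebrafish (Danio rerio). Per the labels' protocols, total RNA was isolated from testis tissue with the miRNeasy Mini Kit, its integrity was checked on an Agilent Bioanalyzer, and Illumina libraries were made from 2 µg of it with the TruSeq RNA Sample Prep Kit v2. The labels describe 15 samples in 3 groups of 5, named control, depletion and recovery. Depletion and recovery are called depleted and recovering here. The way in which testes were depleted, and the time allowed for recovery, are not in the labels. Groups and replicate numbers were taken from the sample titles. Control replicate 2 was not analysed here, which left 4 control, 5 depleted and 5 recovering samples.

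The deposited values are counts, 1 whole number per Ensembl gene identifier and sample, as the values themselves show. All 14 count tables list the same 33752 identifiers in the same order. The aligner, the counting tool, the genome build, the annotation release and any filter applied by the authors are not stated in the labels, and the count tables have no header. How reads shared between paralogous genes were counted is therefore unknown. No genome of the authors' build was used, and the gene table at hand, for the assembly GRCz12tu, pairs none of the 33752 identifiers with a symbol. Genes are therefore given by identifier, without names, positions, lengths or GC content, and checks of length or GC bias were void because 0 of the identifiers had a value.

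Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with the default settings of edgeR's filterByExpr on the 3 groups, which left 21277 genes and 99.8% of all counts. Library sizes were scaled by the trimmed mean of M-values (TMM). A negative binomial model with group as the only factor was fitted to all 14 samples, so that the 3 groups shared 1 dispersion estimate per gene. The 3 pairwise contrasts were tested with the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called changed at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. Values per gene are TMM-scaled CPM, that is counts scaled to 1000000 per library after the TMM correction. The design, the alternatives and the rule for named genes were fixed before the data were examined.

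The rule for named genes asked for the 3 largest rises and the 3 largest falls in each contrast among genes with an adjusted p under 0.05, a mean of at least 5 CPM over the 2 groups, no overlap between the groups and a gene symbol, and for a fixed set of genes of retinoic acid, androgen and follicle-stimulating hormone signalling. Without symbols, the fixed set and the planned marker indices of meiotic cells and spermatids and of Sertoli and Leydig cells could not be computed. The rule was reduced to the 2 largest rises and the 2 largest falls in depleted against control testes, and these 4 genes are given for all 3 contrasts.

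A further 2 measures were chosen after the data had been seen. The first is the percent of a library's counts that its 100 most abundant genes hold. The second is the position of a sample on the axis from the control mean to the depleted mean, computed by projecting log2 CPM (prior count 2) of all 21277 genes on that axis, with 0% at the control mean and 100% at the depleted mean. A control or depleted sample was left out of its own group mean. The position of a recovering sample was averaged over the 4 axes that each left out 1 control, so that it is comparable with that of a control sample. Both measures were compared between groups with two-sided exact permutation tests. Positions were permuted as computed, without rebuilding the axis from the permuted labels. Since the control labels define the axis, the p-values for the position are approximate.

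Total counts ranged from 8123444 to 48646941 per library, a 5.99-fold range, with a median of 9307359. Before the TMM correction, the share that 3 counts represent ranged from 0.0617 CPM in the deepest library to 0.369 CPM in the shallowest. Intervals of single values are exact Clopper-Pearson 95% intervals of the count. Reads carried no molecular identifiers, so intervals and floors cover counting error only. Same-group libraries were checked for duplicates with a chi-square statistic over genes with at least 10 counts in the pair. Across the 26 pairs it lay between 13.9 and 111 per degree of freedom, so no pair agreed within sampling noise and every library was counted as 1 replicate.

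The labels number the replicates 1 to 5 in each group without saying that equal numbers are pairs. The main model had no block. A fit with the replicate number as a block was made as an alternative, and deviations from the group means were correlated between same-numbered and differently numbered samples of different groups.

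The alternatives were RLE size factors, upper-quartile factors or total counts in place of TMM, DESeq2 1.42.0 (Wald test, independent filtering off) and limma 3.58.1 (voom with sample quality weights) in place of edgeR, no filter or at least 1 CPM in 4 samples in place of filterByExpr, robust dispersion estimation, a fit of only the 2 groups compared, a log2 fold change over 1 or an adjusted p under 0.01 as further thresholds, and leaving out each sample in turn. Thinning every library at random to the smallest total, using only libraries under 20000000 counts, and using separate control samples for the 2 contrasts with control, were added after the data had been seen.

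The testing code was tested on simulated data. Counts for the 21277 genes were drawn from the observed mean expression and library sizes, with 200 genes changed 4-fold. With 1 dispersion per gene in every group, 50.0% of the changed genes were recovered between depleted and control samples, 6.54% of the calls were genes that had not been changed, and the median estimated log2 change was 2.00. The test at first required recovery above 50%; after this result the requirement was replaced by limits on the share of unchanged genes called in this simulation and on the error of the fold change, because the power at this spread, and not the calculation, had set the recovery. In a further simulation each group was given the dispersion measured in it. Between depleted and control samples, the same fit then recovered 58.5% of the changed genes and called 20.4% unchanged genes. The fit of those 2 groups only recovered 37% and called 11.9% unchanged genes. Between recovering and control samples, the fit of all groups recovered 53.0% and called 0% unchanged genes, and the fit of those 2 groups only recovered 75.5% and called 4.43% unchanged genes.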

Results

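Testes of adult wild-type zebrafish were profiled by RNA sequencing in 3 states of spermatogenesis: control testes, depleted testes and testes recovering from depletion. The series title names follicle-stimulating hormone, retinoic acid and androgens as the signals of interest. The comparisons address how the testis transcriptome changes when it is depleted, how it changes again during recovery, and how far recovering testes differ from control testes. Counts per gene were analysed for 4 control, 5 depleted and 5 recovering testes. Of the listed genes, 29598 had at least 1 count in some sample and 21277 were abundant enough to be tested.

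Depth differed between libraries. The control libraries held from 8617589 to 48646941 counts, with control replicate 5 the deepest. The depleted libraries held from 8123444 to 10059498 counts and the recovering libraries from 8661834 to 25035915 counts. After every library had been thinned to the smallest total, 25806 ± 75.4 genes (SD, n = 4) had at least 1 count in control testes, 24485 ± 1175 (SD, n = 5) in depleted testes and 25692 ± 261 (SD, n = 5) in recovering testes. The labels give no sequencing batch or date, so depth was the only technical difference between libraries that could be examined.

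The most abundant genes took a larger part of the library in depleted testes. The 100 most abundant genes of a library held 12.9% ± 0.311 of its counts in control testes (SD, n = 4), 27.2% ± 3.74 in depleted testes (SD, n = 5) and 15.8% ± 2.29 in recovering testes (SD, n = 5). The depleted mean was 14.3 percentage points above the control mean (exact permutation test, two-sided p = 0.00794, Benjamini-Hochberg adjusted 0.0119 over 3 comparisons). From depleted to recovering testes the share fell by 11.4 percentage points (exact permutation p = 0.00794, adjusted 0.0119). Recovering testes exceeded control testes by 2.90 percentage points (exact permutation p = 0.0238, adjusted 0.0238). The last difference was the least stable of these, at 1.41 percentage points with an exact permutation p of 0.0556 when the 10 most abundant genes were taken. Among libraries under 20000000 counts, which left out 1 control and 1 recovering library, it was 3.57 percentage points with an exact permutation p of 0.0857.

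Replicates were less alike in depleted testes than in the other groups. The Pearson correlation of log2 CPM over the tested genes, a description across genes that are not independent replicates, averaged 0.954 over the 6 control pairs and 0.930 over the 10 recovering pairs. Over the 10 depleted pairs it averaged 0.856 and reached down to 0.754. The common dispersion estimated within each group was 0.0841 for control testes, 0.154 for recovering testes and 0.416 for depleted testes, and it was 0.223 for the 14 samples fitted together.

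Depletion was accompanied by change in most of the tested transcriptome. Between depleted and control testes, 14106 genes changed at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), which is 66.3% of the genes tested. Of these, 7273 rose with a median log2 fold change of 1.87, and 6833 fell with a median of -1.68. An absolute log2 fold change over 1 was reached by 5870 of the rising and 5181 of the falling genes. The alternatives that moved the total most were fits of the depleted samples with only 2 controls, without the recovering samples, which called 6830 genes with control replicates 1 and 3 and 7100 with replicates 4 and 5. An adjusted p under 0.01 (edgeR, all samples) left 10569 genes, and the fit of libraries under 20000000 counts called 12443. Scaling by total counts left the total at 14156 but shifted the median log2 fold change of all genes from 0.03 to -0.34, and then 5565 genes rose and 8591 fell. The balance between rising and falling genes therefore depended on the scaling. In all 3 contrasts the values are shares of libraries from whole testes. They do not tell a change within cells from a change in the mix of cells. The planned marker indices of cell types, which could bear on this, could not be computed. In data simulated with each group's own dispersion, 200 of 21277 genes were changed. There, 20.4% of the calls of this shared fit between depleted and control samples were genes that had not been changed. For the fit of only these 2 groups the share was 11.9%. These shares hold for that number of changed genes and do not give the share in the deposited data. The fit of only these 2 groups called 12453 genes in the deposited data.

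Recovery was accompanied by changes of the opposite sign. Between recovering and depleted testes, 12598 genes changed (edgeR quasi-likelihood test, adjusted p under 0.05). Of these, 6098 rose with a median log2 fold change of 1.48 and 6500 fell with a median of -1.40. With total counts in place of TMM, 7665 genes rose and 4464 fell, so this balance also depended on the scaling. Of the 14106 genes changed in depleted testes, 11542 (81.8%) changed in the opposite direction from depleted to recovering testes, and 0 changed further in the same direction. Both contrasts use the depleted samples, which by itself favours opposite signs. When the first contrast used only depleted replicates 1 and 2 and the second only replicates 3, 4 and 5, 8268 genes changed in both, 8255 of them in opposite directions and 13 in the same direction.

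Few genes separated recovering from control testes in the same fit. Of 21277 genes, 96 changed at an adjusted p under 0.05 (edgeR quasi-likelihood test), 89 upward with a median log2 fold change of 1.80 and 7 downward with a median of -1.06. At an unadjusted p under 0.05 there were 3394 genes. All 96 had also changed in depleted testes in the same direction. Both contrasts use the same control samples, which by itself favours equal signs. With 2 controls for one contrast and the other 2 for the other, the fit of all samples called 0 genes between recovering and control testes in both arrangements tried (1949 and 2060 at an unadjusted p under 0.05). The fits of only the groups compared called 0 genes in one arrangement and 2 in the other. Both kept the direction of depleted testes, too few to test the shared direction of called genes on separate controls. Genes with a log2 change beyond 2 in depleted testes, called or not in recovering testes, were also examined on separate controls. In recovering testes, 2811 rising genes had a median log2 shift of 0.87 and 1990 falling genes -0.31 (controls 4 and 5). The shifts were 0.83 and -0.41 with controls 1 and 3. Large changes thus kept their direction at the median without shared controls, which does not cover the 96 genes as such. The median absolute log2 fold change of the 96 genes from control was 2.79 in depleted and 1.70 in recovering testes. The number of genes called between recovering and control testes differed widely between fits. The fit of only the recovering and control samples called 1254 genes, 867 upward and 387 downward, and included 95 of the 96. Of these 1254 genes, 1175 had changed in the same direction in depleted testes and 5 in the opposite direction, again with shared controls. DESeq2 called 1307 genes and limma-voom with sample quality weights called 2374, both on all 14 samples.

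**Figure D1:**
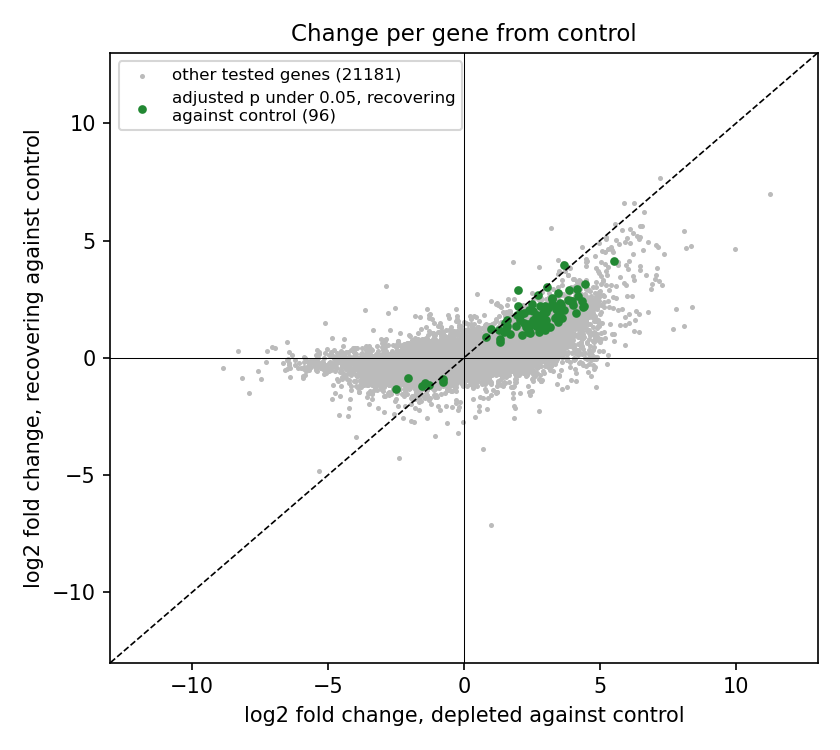
Each point is 1 of the 21277 tested genes, with its log2 fold change in depleted against control testes on the x axis and in recovering against control testes on the y axis; the dashed line marks equal changes. The 96 genes called in recovering against control testes (green) lie in the upper right (89 genes) and lower left (7 genes), and most of the cloud lies closer to 0 on the y axis than on the x axis.

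**Figure D2:**
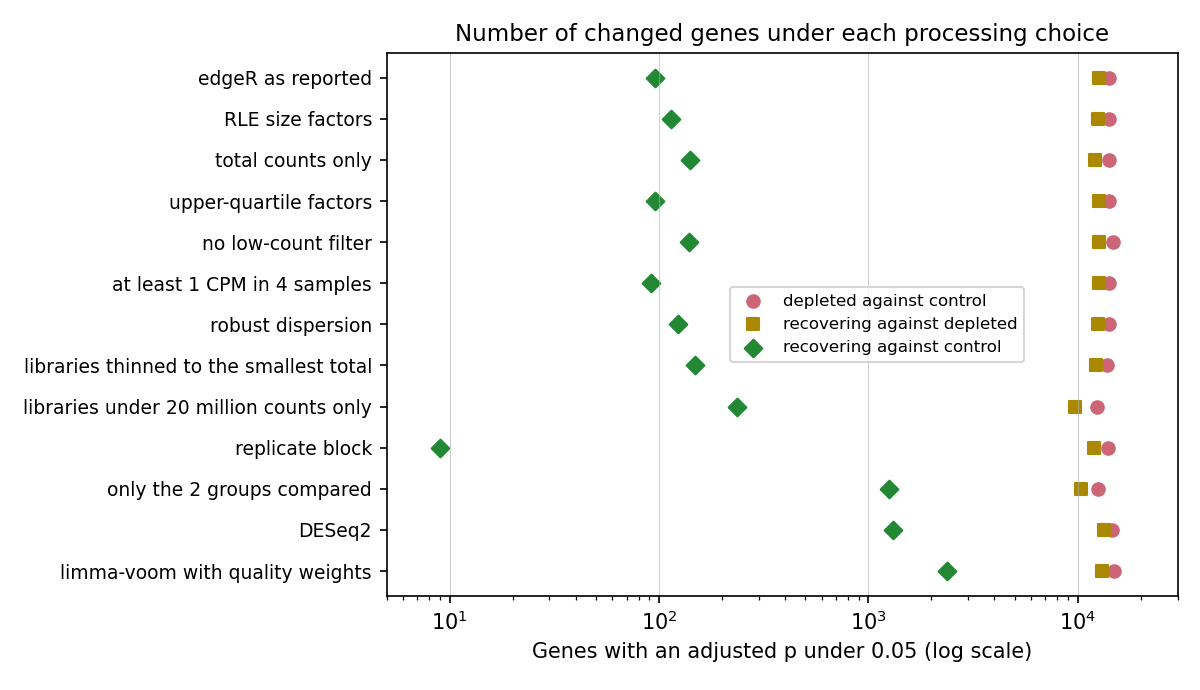
Number of genes with an adjusted p under 0.05 (x axis, log scale) in each of the 3 comparisons under 13 ways of processing the counts (y axis). Recovering against control ranged from 9 genes with the replicate block to 2374 with limma-voom, whereas the other comparisons ranged from 9708 to 14872 genes.

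Fits with the replicate number as a block gave 13896 genes for depleted against control, 12017 for recovering against depleted and 9 for recovering against control testes. Without the block the numbers were 14106, 12598 and 96. At an unadjusted p under 0.05, recovering against control testes gave 3657 genes with the block and 3394 without. Deviations from the group means were correlated at a mean of 0.0245 over the 13 same-numbered pairs of samples from different groups and at -0.00609 over the 52 differently numbered pairs. For recovering and control samples alone, the mean was 0.116 over 4 same-numbered pairs and -0.0289 over 16 differently numbered pairs. In that contrast the same-numbered pairs ranged from -0.0438 to 0.241 and the differently numbered pairs from -0.276 to 0.209. Over all contrasts the ranges were -0.159 to 0.241 and -0.400 to 0.355.

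On the axis from the control mean (0%) to the depleted mean (100%), control testes lay at 2.40% ± 6.39 (SD, n = 4), recovering testes at 21.5% ± 11.5 (SD, n = 5) and depleted testes at 96.8% ± 36.1 (SD, n = 5). The recovering mean was 19.1 percentage points above the control mean (exact permutation test, two-sided p = 0.0317). The smallest p that 4 against 5 samples allow is 0.00794. The axis was not rebuilt for each relabelling, so p-values for the position are approximate. Of the 5 recovering testes, 4 lay above every control testis. Recovering replicate 3, at 6.57%, lay below control replicate 1, at 9.06%. The depleted testes ranged from 47.7% in replicate 2 to 133% in replicate 5. Among libraries under 20000000 counts the difference between recovering and control testes was 23.9 percentage points (exact permutation p = 0.0286).

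**Figure D3:**
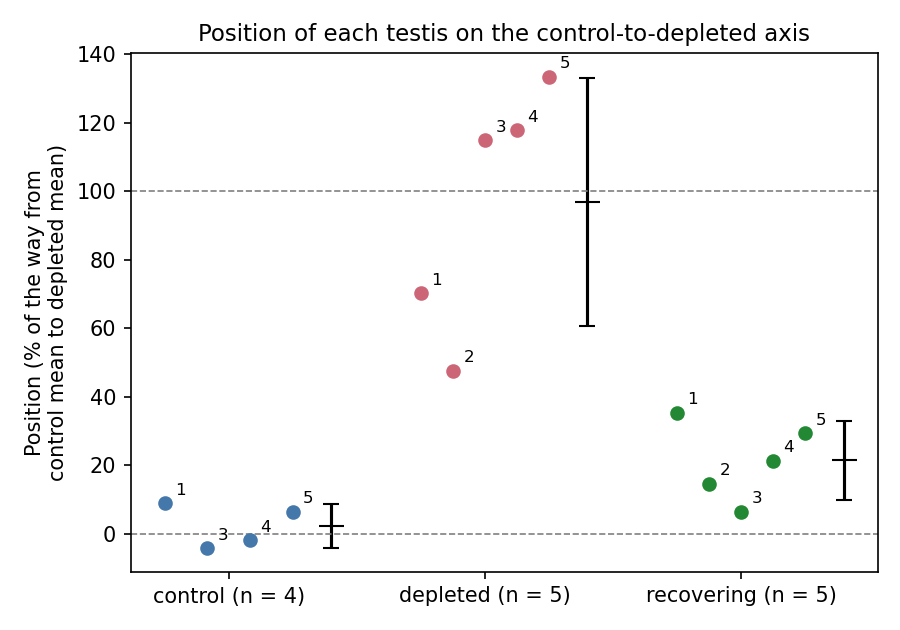
Position of each testis on the control-to-depleted axis in percent (y axis), with 1 point per sample numbered by replicate and the mean ± SD of each group as a bar to its right. The 5 recovering testes lie between 6.57% and 35.4%, the 4 control testes between -4.17% and 9.06%, and the 5 depleted testes between 47.7% and 133%.

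The rule for named genes required values that do not overlap between depleted and control testes and a mean of at least 5 CPM, which 9062 genes met. The 2 largest rises and the 2 largest falls among these genes are given here. ENSDARG00000073995 had no count in any control library, where 3 counts would correspond to between 0.0617 and 0.348 CPM before the TMM correction. It reached 21.3 ± 20.8 CPM in depleted testes (SD, n = 5) and 1.11 ± 1.55 CPM in recovering testes (SD, n = 5). Its log2 fold change was 11.25 (SE 1.97, edgeR adjusted p = 0.000664) in depleted against control testes, a size that rests on the zero counts of the controls, and -4.25 (SE 1.09, edgeR adjusted p = 0.00755) in recovering against depleted testes. The log2 fold change of 7.01 (SE 2.04) in recovering against control testes did not pass the threshold (edgeR adjusted p = 0.128). DESeq2 placed it past the threshold at 6.48 (adjusted p = 0.000792), whereas limma-voom did not, at 3.87 (adjusted p = 0.130). ENSDARG00000076573 rose from 0.0352 ± 0.0490 CPM in control testes (SD, n = 4) to 14.5 ± 15.5 CPM in depleted testes (SD, n = 5), a log2 fold change of 8.40 (SE 1.45, edgeR adjusted p = 0.000313). It was at 0.186 ± 0.180 CPM in recovering testes (SD, n = 5), which differed from depleted testes (log2 fold change -6.24, SE 1.12, edgeR adjusted p = 0.000831) and not detectably from control testes (edgeR adjusted p = 0.546). Depleted replicate 5 held only 2 counts of ENSDARG00000076573 (0.275 CPM, Clopper-Pearson interval 0.0333 to 0.992 CPM). Control replicate 3 held 1 count (0.104 CPM, interval up to 0.579 CPM). The intervals overlap, so a rise in depleted replicate 5 was not resolved from counting error. That the groups do not overlap for this gene rests on these counts.

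ENSDARG00000089959 fell from 17.5 ± 4.41 CPM in control testes (SD, n = 4) to 0.0520 ± 0.0716 CPM in depleted testes (SD, n = 5), where no library held more than 1 count of it. Its log2 fold change was -8.17 (SE 0.54, edgeR adjusted p = 9.18e-06). In recovering testes it was at 9.51 ± 2.67 CPM (SD, n = 5), a log2 fold change of 7.29 against depleted testes (SE 0.53, edgeR adjusted p = 5.08e-05) and -0.88 against control testes (SE 0.34, edgeR adjusted p = 0.221). DESeq2 placed the last difference past the threshold at -0.93 (adjusted p = 0.0299), as did limma-voom at -0.87 (adjusted p = 0.0336). ENSDARG00000075780 fell from 11.6 ± 1.98 CPM in control testes (SD, n = 4) to 0.113 ± 0.253 CPM in depleted testes (SD, n = 5), a log2 fold change of -6.66 (SE 0.85, edgeR adjusted p = 5.70e-05). It was at 9.98 ± 5.89 CPM in recovering testes (SD, n = 5). The log2 fold change against depleted testes was 6.45 (SE 0.83, edgeR adjusted p = 0.000242). Recovering testes differed from control testes by less than the spread between replicates (log2 fold change -0.21, SE 0.59, edgeR adjusted p = 0.908). Among depleted testes, only replicate 2 held counts of this gene. Without that library the log2 fold change was -10.43 in depleted against control and 10.25 in recovering against depleted testes.

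**Figure D4:**
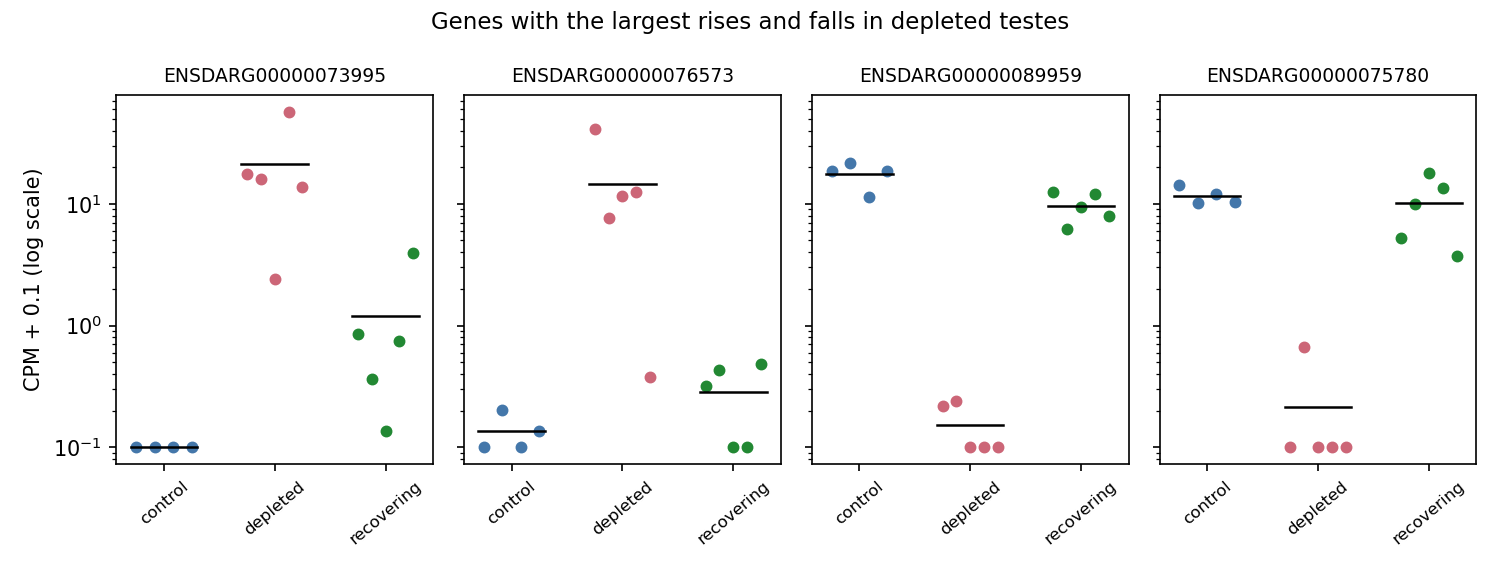
TMM-scaled CPM plus 0.1 (y axis, log scale) of the 2 genes with the largest rises (left panels) and the 2 with the largest falls (right panels) in depleted against control testes, with 1 point per sample and a line at the group mean. The recovering means of both falling genes, 9.51 and 9.98 CPM, lie beside control means of 17.5 and 11.6 CPM, and the points at 0.1 are libraries without a count.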

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

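The test of sample identity for control replicate 5 was chosen after the result was seen, and the reading of that test, of the scaling tests of depleted replicates 2 and 4 and of the counting test of depleted replicate 2 was changed after their results. Dixon's test was applied to 36 sets of values, each the samples of 1 group for 1 measure, and 4 sets held a sample far from the rest, where chance alone gives about 1.80.

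The total count of control replicate 5 was 48646941, against 11525600 in the next deepest control library, a gap that took 0.927 of the range of the 4 control libraries (critical value 0.829). After thinning to the smallest total, control replicate 5 had 25801 genes with a count, inside the range of 25705 to 25884 in the other control libraries, which is what greater depth alone would give. Its mean correlation with the other controls was 0.956, not below that of another control. Depth itself raises this correlation, and control replicate 5 correlated at 0.954 with recovering replicate 2, so the test could not reveal an exchange of a control and a recovering sample, and the depth cannot be told apart from a mislabelled sample. A separate sequencing run may lie behind the depth, but the labels give no run. No biological explanation was tested.

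ENSDARG00000073995 stood at 56.9 CPM in depleted replicate 4 (421 counts, Clopper-Pearson 95% interval 51.6 to 62.6 CPM) against 17.5 CPM in the next depleted library, a gap of 0.721 of the range (critical value 0.710). Counting noise of independent reads was excluded (exact binomial p = 1.47e-98). Reads without molecular identifiers are not independent molecules, which this test does not cover. With total counts in place of TMM the gap was 0.629 of the range, below the critical value, so whether it passes depends on the scaling. The library still stood at 45.7 CPM against 18.3 in the next, 2.50 times as much, so scaling does not produce the excess. Depleted replicate 4 stood far above its group in 313 of the 21277 tested genes, fewer than depleted replicates 2 and 5 and more than replicates 1 and 3.

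The same gene stood at 3.83 CPM in recovering replicate 5 (60 counts, 95% interval 2.92 to 4.93 CPM) against 0.760 CPM in the next recovering library, a gap of 0.809 of the range. Counting noise of independent reads (exact binomial p = 2.33e-26) and scaling (gap 0.810 of the range with total counts) were excluded. Recovering replicate 5 stood far above its group in 348 genes, against 361 in recovering replicate 1 and 164 to 296 in the other recovering libraries. Uneven recovery between animals may be behind the high value. RNA from another tissue could not be examined without gene names, so the value cannot be told apart from such a source.

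ENSDARG00000075780 stood at 0.565 CPM in depleted replicate 2 (4 counts, 95% interval 0.154 to 1.45 CPM), with 0 counts in the other depleted libraries. The exact binomial p was 0.00115, but the value was picked because its 4 counts fell in 1 library and reads without molecular identifiers are not independent molecules, so it cannot be told apart from counting noise. The scaling test could not come out otherwise, since the gap is the whole range (ratio 1) whenever the other libraries are at 0. Depleted replicate 2 stood far above its group in 998 genes (4.69% of those tested), the most of the 5 depleted libraries, so the value belongs to a library that stands apart across many genes. This library also had the lowest position of the depleted group on the control-to-depleted axis, at 47.7%. Less complete depletion of this testis is a candidate explanation. Its correlations with the controls were 0.815 to 0.843, against 0.506 to 0.771 for the other depleted libraries, which goes with this explanation. Its 100 most abundant genes held 29.3% of its counts, above the depleted mean of 27.2%, which goes against a more control-like testis. So does the 9.49% held by its 10 most abundant genes, the most of the 14 libraries. Its correlations with the recovering libraries were 0.838 to 0.911, and those with the other depleted libraries 0.754 to 0.894. These ranges overlap, but the recovering range is higher at both ends. Its position on the axis and the share of its 100 most abundant genes still lay above those of every recovering library. These measures point in opposite directions and leave the question open. Neither a mixed sample nor an exchange with a recovering sample was tested, and neither can be set aside.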

How the results depend on the processing

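The additional settings (thinning, libraries under 20000000 counts, and separate control samples) and the settings for the share of abundant genes and for the position on the axis were chosen after the data had been seen. The reading of the test of unequal depth was changed after its result. The planned marker indices of meiotic and spermatid cells and of Sertoli and Leydig cells, and the fixed set of hormone and retinoic acid genes, were not run because the identifiers could not be paired with symbols.

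Depleted against control (14106 genes) stayed within 1.5 times of its value under the alternatives listed for it, as did recovering against depleted (12598) and the genes that changed in depletion and moved back (11542), with the exception of an adjusted p under 0.01, which left 7987 and 7314 genes in the last pair. With only depleted replicates 1 and 2, fitted to separate the depleted samples of both contrasts, depleted against control fell to 9147 genes. Fits of the depleted samples with only 2 controls, without the recovering samples, gave 6830 and 7100. Against the same 2 controls in the fit of all samples, the numbers were 11280 and 11442. Total counts in place of TMM moved the median log2 fold change of all genes to -0.34 in depleted against control and to 0.26 in recovering against depleted testes.

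Recovering against control (96 genes), and the genes changed in depletion and still changed in recovery (96), were unstable. The fit of only the 2 groups gave 1254 genes. DESeq2 gave 1307 and 1202 genes, limma-voom 2374 and 2129, the replicate block 9 and 9, thinned libraries 149 and 149, and libraries under 20000000 counts 236 and 235. An adjusted p under 0.01 left 0 and 0, with 3394 genes at an unadjusted p under 0.05. Separate control samples left 0 still changed in both arrangements of the fit of all samples, with 1949 and 2060 genes at an unadjusted p under 0.05 between recovering testes and 2 controls; the fits of only the groups compared left 0 and 2. The 14 fits that each left out 1 sample gave from 0 to 556 genes, and from 0 to 534 still changed; 7 fits gave 0, with between 2401 and 3311 genes at an unadjusted p under 0.05. These 7 left out a control replicate or recovering replicate 1, 2 or 4. Leaving out a depleted replicate, which is not part of this contrast, raised the number in each of 5 fits.

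A candidate explanation for this instability is that the shared dispersion carries the spread of the depleted group. The common dispersion of depleted testes was 2.70 times the larger of the other 2, and the fit without depleted samples called more genes. DESeq2, which also shares 1 dispersion per gene over the 14 samples, called 1307, so the shared dispersion does not by itself give the low number. Unequal depth cannot be set aside: the 2-group fit still called 1205 genes after thinning, but the fit of all samples moved from 96 to 149. In simulated data with each group's own dispersion, the shared fit recovered 53.0% of changed genes between recovering and control samples and the 2-group fit 75.5%.

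The share of counts in the 100 most abundant genes differed by 13.8 (depleted against control), -11.4 (recovering against depleted) and 3.29 percentage points (recovering against control) in the paired comparison of same-numbered samples, which cannot give a p under 0.125 with 4 pairs or 0.0625 with 5. Recovering against control no longer passed at 1.41 for 10 genes, 1.95 for 1000 genes and 3.57 for libraries under 20000000 counts, and ranged from 2.10 to 3.42 over 9 fits that each left out 1 sample, 4 of which, those without a control, did not pass (exact permutation p up to 0.0893). The position of recovering against control was 20.8 in the paired comparison and ranged from 15.6 to 22.9 across the 14 fits that each left out 1 sample, 8 of which did not pass with fewer samples.

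For the 4 named genes, 293 of 297 alternative values kept direction and call, and 3 became stronger, all in recovering against control testes. These 3 were ENSDARG00000073995 with DESeq2 (6.48), and ENSDARG00000089959 with DESeq2 (-0.93) and limma-voom (-0.87). The counts cover only fits that gave a value for the gene. The genes were picked from these same data as the largest changes past the threshold in depleted against control testes. That their calls in that contrast were kept is therefore no independent support. ENSDARG00000076573 had values in 10 of the 14 fits that each left out 1 sample, and the missing fits each left out a depleted replicate. It also had no value in the 2-group fits that included recovering testes. ENSDARG00000073995 had no value in the 2-group fit of recovering and control testes. ENSDARG00000075780 in recovering against control testes ranged from -0.54 to 0.000366 without 1 sample. The sign change, to no difference, came without recovering replicate 5, which had the lowest value of its group (3.64 CPM). The depth limits genes with few counts most: at 3 counts, the shallowest library shows 0.369 CPM before the TMM correction.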

Other observations

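The tests of the position on the axis, and those of abundance and scaling for gene identifiers, were chosen after the result was seen. The position test at first required all 5 recovering testes to lie above every control, which the reported setting did not meet, and was then changed to a comparison with the number in that setting. The identifier test was first made on all falls, found almost no difference, and was then restricted to large falls. The reading of the comparisons with control pairs, with permuted directions, with equal persistence and with a mixture was also changed after their results.

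Other splits of the same samples were fitted to see how often they give as many genes. Among the 16 splits that part every same-numbered pair, 1 gave as many genes as the real one in depleted against control testes, the real split itself. The next gave 13680 genes, and it differs from the real split only in that depleted replicate 2 joins the control samples. In recovering against depleted testes 1 of 16 splits gave as many genes, the next giving 10, and in recovering against control testes 1 of 16, the next giving 1. With 16 splits the share cannot fall below 0.0625, so chance cannot be excluded at 0.05 by this count. A further 44 of the 126 possible splits, which part fewer pairs, gave at most 10860, 8232 and 465 genes. The last of these exceeds the real 96 and differs from the real split only in that recovering replicate 3 joins the controls. For the genes that moved back (11542), 1 of 100 relabellings within replicate numbers, the real one, gave as many genes. For the genes still changed in recovery (96), 2 of 100 did. The second gave 11701 and labels 4 depleted testes as controls.

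Recovering testes lay on the depleted side of the controls, with 4 of 5 above every control. Neither thinning (4 of 5), nor total counts in place of TMM (4 of 5), nor leaving out the 100 most abundant genes (4 of 5) changed this number, so neither depth, nor scaling, nor a few abundant genes explain the pattern. An incomplete return of the testis to the control state may explain it. RNA from other tissue and sequencing batch could not be tested, and the pattern cannot be told apart from those. Recovering replicate 3 sat among the controls (6.57%), and leaving it out raised the genes called against control from 96 to 490. Faster recovery in that animal or a mislabelled sample could both give this, and neither was tested.

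Genes that rose in depletion and genes that fell were compared for how far they came back, and the set with the larger median lag depended on the scale. Among genes with a log2 change beyond 2 between mean CPM values (pseudocount 0.5), 2796 rising genes kept 32.2% of their log2 change in recovering testes and 1982 falling genes kept 14.5%. The difference between these medians was not produced by scaling (37.7% against 16% with total counts) or by the controls shared between contrasts (32.9% and 11.6% with control replicates 1 and 3 for depleted testes and 4 and 5 for recovering testes, 30.2% and 15.5% with these exchanged). Rising genes kept more in 3 of 5 recovering testes, replicates 1, 4 and 5 (mean difference over the 5 testes 10.3 percentage points, two-sided exact sign-flip p = 0.25), so equal persistence on the log scale was not rejected with testes as replicates. A mixture of control-like and depleted-like RNA is a candidate explanation, because a small share of depleted RNA raises absent transcripts more on a log scale than it lowers abundant ones. The share estimated from rising genes, 14.8%, predicted a median log2 shift of -0.19 for falling genes, and the observed shift was -0.39, a miss of -0.20. The miss was negative in 5 of 5 recovering testes (from -0.41 to -0.12, two-sided exact sign-flip p = 0.0625, the smallest possible), so the test does not settle whether a simple mixture accounts for the falling genes. On the linear scale the order reversed: falling genes gave a depleted-like share of 28.2%, and it exceeded that of rising genes in 5 of 5 recovering testes (mean difference 17.5 percentage points, two-sided exact sign-flip p = 0.0625, the smallest that 5 samples can give). The uneven depleted group inflates the means of some rising genes and may add to the difference; this was not tested.

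Depleted testes differed among themselves partly along the direction that separates recovering from control testes, although depleted samples played no part in defining that direction. It held 6.18% of the variance between depleted testes, against 0.335% to 1.52% for the 6 directions between 2 control testes (0 of 6 as large). Permuting the direction among genes of like abundance also removes the correlation between genes, so its result (0 of 100 as large) does not bear on this direction. With total counts it held 6.55%, so scaling does not explain it. A direction between 2 single testes is noisier than a difference of group means, so the comparison with control pairs cannot settle the matter, and the pattern cannot be told apart from differences between any 2 testes. Varying completeness of depletion may contribute. Since the direction held 6.18% of the variance, most of the spread between depleted testes lies outside it. Their first principal component held 55.3%, and its overlap with this direction was not computed.

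Genes with high identifier numbers held more of the large falls. The tested genes were ordered by identifier number and divided into 4 bins of equal size. The percent of genes that fell at all hardly differed between the lowest and the highest bin (31.9% and 32.6%), but falls beyond 3 on the log2 scale made up 2.22% of the lowest bin (118 genes) and 6.54% of the highest (348 genes). The difference of 4.32 percentage points remained at 3.88 when averaged over 10 classes of abundance and was above 0 in all 10, and it was 5.92 with total counts, so neither abundance nor scaling explains it. Large rises also were more frequent in the highest bin than in the lowest, by 2.60 percentage points, without averaging over classes of abundance. From the lowest to the highest bin, large rises made up 5.04%, 7.03%, 5.81% and 7.63%, which is not a steady increase. Large falls made up 2.22%, 2.71%, 3.65% and 6.54%. Noisier or more tissue-restricted gene models in the highest bin are a candidate explanation for part of the pattern, on which the uneven rises bear little. Reads shared between near-identical gene models could not be examined, and the pattern cannot be told apart from such an artifact.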
